A study of Mus musculus with 21 samples. Its data were reported in "The Gag protein PEG10 binds to RNA and regulates trophoblast stem cell lineage specification" (2019).

How the data were processed

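RNA sequencing of polyadenylated RNA was deposited for 21 libraries of mouse trophoblast stem cells (TSC), WT or with a CRISPR deletion of Peg10 (KO). Groups were taken from the labels: WT TSC (4), KO TSC (4), WT cells differentiated at 20% oxygen (4) and at 2% oxygen (2), and KO cells differentiated at 20% oxygen (4) and at 2% oxygen (3). Differentiated cells were taken on day 10. The labels give no replicate numbers, so replicates were numbered in the order of the sample records, and they do not say how replicates were made. The titles also hold a sample number, which runs in another order. In the 4 groups of 4, libraries with consecutive sample numbers are called identifier pairs. They are replicates 1 and 3, and 2 and 4, but 1 and 4, and 2 and 3, in WT cells at 20% oxygen. No 2 libraries were copies of each other.

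Libraries were made with the TruSeq RNA kit v2 from total RNA after on-column DNase digestion and sequenced on a HiSeq2500 as paired 75 bp reads. Per the labels, the input was 0.5 µg of RNA and the planned depth is stated as well, and both differ from the paper. The authors aligned reads to GRCm38 with GSNAP and kept uniquely mapped reads. The deposited counts are raw whole numbers of reads per gene model, under Entrez gene identifiers. The deposited RPKM values (nRPKM in the file headers) were made by the authors from these counts with gene length and a size factor per sample: each is the count times 1 constant per gene and 1 per sample. The read counter and annotation release are not given in the sources used here.

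Of 36528 gene identifiers, 31126 were matched to a gene symbol and 5402 kept their identifier, with 1.75 to 2.72% of counts on unmatched identifiers. Libraries held 44658385 to 61946675 counts. Mitochondrial, ribosomal protein and histone shares were computed over 37, 83 and 62 genes. Synb had at most 3 counts in a library and did not pass the filter, so it was not tested. Positions of Peg10 exons and of the guide sequences were read from the GRCm38 sequence and annotation.

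Counts were analysed in R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. Genes were filtered with filterByExpr using the 6 groups (20034 genes kept), scaled with TMM factors, and fitted with voom and lmFit over 6 group means. There were 12 contrasts: differentiation of each genotype at each oxygen level, KO against WT in each condition, 2% against 20% oxygen in each genotype, and 3 differences of responses. A gene was called when the Benjamini-Hochberg adjusted p was under 0.05 and the log2 fold change above 1 or below -1. CPM of single libraries use TMM-scaled totals. Where a group had no counts of a gene, a fold change is a lower bound against a floor of 3 counts per library, and where it had 1 to 3 counts, a ratio with a 95% counting interval.

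The text names Peg10, Hbegf, Cdx2, Eomes, Esrrb, Elf5, Gcm1, Syna, Synb, Tpbpa, Ascl2, Hand1, Prl3d1, Prl3b1, Prl2c2, Ctsq and Sgce whatever their values. For each contrast it may also name the 8 largest rises and the 8 largest falls among called genes with at least 10 CPM in the higher group and no overlap between libraries, leaving out predicted genes. For each list and contrast it may name up to 4 called members with the largest change, or, where none is called, the 2 members with the highest CPM. Other genes are said to be chosen after their values were seen. These rules, the contrasts, tests and lists were fixed before the data were examined.

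Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 23 lists and 12 contrasts (276 tests), with an estimated correlation and with fry as alternatives. The lists were trophoblast stem cell genes, FGF-ERK response genes, syncytiotrophoblast genes, spongiotrophoblast and glycogen cell genes, trophoblast giant cell genes, pregnancy-specific glycoprotein and Ceacam genes, steroid synthesis genes, hypoxia target genes, EGF family ligands and ErbB receptors, PEG10-bound mRNAs and phosphorylated signalling proteins named by the study, genes neighbouring Peg10, imprinted genes outside the Peg10 region, other retroelement-derived Gag genes, cell cycle genes, p53 target genes, interferon-stimulated genes, integrated stress and unfolded protein response genes, invasion and epithelial-mesenchymal genes, and markers of fibroblasts, embryonic stem cells, primitive endoderm, and endothelium and blood.

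Principal components were computed on log2 CPM of the 500 most variable genes. The differentiation score of a library is the mean log2 CPM of genes called up minus that of genes called down between 2 WT TSC and 2 WT libraries at 20% oxygen, averaged over the choices (of 36) in which the scored library selected no genes. It was scaled to 0 in WT TSC and 1 in WT cells at 20% oxygen and compared by an exact two-sided permutation test. Chromosome medians used genes with a mean of at least 5 CPM. Overlaps were counted between contrasts that share no library, with the number expected if calls were independent. Tables were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

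Alternatives were DESeq2 1.42.0 size factors, no filter and a stricter filter, the edgeR quasi-likelihood and DESeq2 tests, only the groups of a contrast, sample quality weights, adjusted p alone, RPKM with 0.1 added, and each library left out in turn. Libraries that held set A or set B, their levels as covariates, and identifier pairs were added as alternatives after the data were seen. The steps were tested on simulated data: with fold changes put into 200 genes of the KO and WT TSC comparison (19246 genes), limma-voom recovered 41% of 2-fold and 95% of 4-fold changes with 1 false call, edgeR 44% and 95% with 2, and DESeq2 51% and 96% with 12. By adjusted p alone limma-voom recovered 67% of 2-fold changes. Simulated libraries were drawn independently, without identifier pairs or sets A and B, so their false calls do not describe data with such structure.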

Results

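Polyadenylated RNA was sequenced from 21 libraries of mouse trophoblast stem cells (TSC), the self-renewing precursors of the placental trophoblast, which were wild type (WT) or carried a CRISPR deletion of the imprinted, retrotransposon-derived gene Peg10 (KO). Cells were sampled in the stem cell state, held by FGF4 and heparin (4 WT and 4 KO libraries), and on day 10 of differentiation without these factors, at 20% oxygen (4 WT and 4 KO libraries) or at 2% oxygen (2 WT and 3 KO libraries). The study asked how loss of Peg10 affects trophoblast differentiation, with 20% oxygen meant to give syncytiotrophoblast, and 2% oxygen meant to give spongiotrophoblast and giant cells. The filter on low counts kept 20034 genes. Levels are given in CPM, read counts scaled to a common library total, as mean ± SD over the libraries of a group, and log2 fold changes with their standard error. Counts of called list members are followed by those with p adjusted over the list alone where these differ. A gene is said to have risen or fallen when the limma-voom adjusted p was below 0.05 and the log2 fold change was above 1 or below -1. The labels do not say whether libraries of a group are separate cultures, so every p measures the spread between these samples. Intervals for genes with few counts cover counting error only. Where leaving out 1 library, or an alternative processing, ended the call of a named gene, this is given at the end of the paragraph, with its log2 fold change where each group held more than 3 counts of it.

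Some libraries held transcripts that others of their group lacked. The 12 genes of set A, among them the retinaldehyde dehydrogenase Aldh1a1 and the fibrinogen chain Fgb, summed to between 38.9 and 279 CPM in 9 libraries and to at most 0.752 CPM in the other 12. These 9 were WT TSC replicates 1 and 2, replicates 1 and 4 of WT cells at 20% oxygen, replicate 2 of WT cells at 2% oxygen, replicates 1, 3 and 4 of KO cells at 20% oxygen, and replicate 3 of KO cells at 2% oxygen. The 8 genes of set B, among them the leukocyte genes Ptprc and Gzmb, summed to 133.6 CPM in WT TSC replicate 1, to 218.5 and 13.8 CPM in replicates 2 and 3 of WT cells at 20% oxygen, and to at most 0.743 CPM in the other libraries. Both sets were chosen after their values were seen. In WT cells at 20% oxygen each marks 1 identifier pair.

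Peg10 itself separated the genotypes in every library. It spans 4747306 to 4760517 on the plus strand of chromosome 6 (GRCm38). The guide sequences of the deletion match at 4754207 to 4754225, across the start codon in exon 2, and at 4757217 to 4757235, near the end of the coding part of exon 3, so the 3′ UTR from 4757238 to 4760514 lies outside the cuts. Peg10 stood at 1926, 2161, 1976 and 2408 CPM in WT TSC and at 7040, 3827, 3177 and 6670 CPM in WT cells at 20% oxygen. Its level was 10210 and 5595 CPM in WT cells at 2% oxygen. In KO TSC it stood at 46.6, 26.1, 45.1 and 23.3 CPM, at 482, 313, 444 and 438 CPM in KO cells at 20% oxygen, and at 232, 187 and 241 CPM in KO cells at 2% oxygen. The log2 fold change between KO and WT was -5.97 ± 0.29 in TSC, -3.57 ± 0.25 at 20% oxygen and -5.11 ± 0.32 at 2% oxygen (adjusted p at most 1.15e-09 in these comparisons). With differentiation Peg10 rose in both genotypes, by 1.22 ± 0.24 in WT cells and by 3.62 ± 0.30 in KO cells at 20% oxygen, and by 1.84 ± 0.29 and 2.70 ± 0.32 at 2% oxygen. The files hold 1 count per gene, so they do not show which part of the transcript the KO counts come from. Peg10 lost its call in the differentiation of WT cells at 20% oxygen without the set A libraries (0.72).

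**Figure D1:**
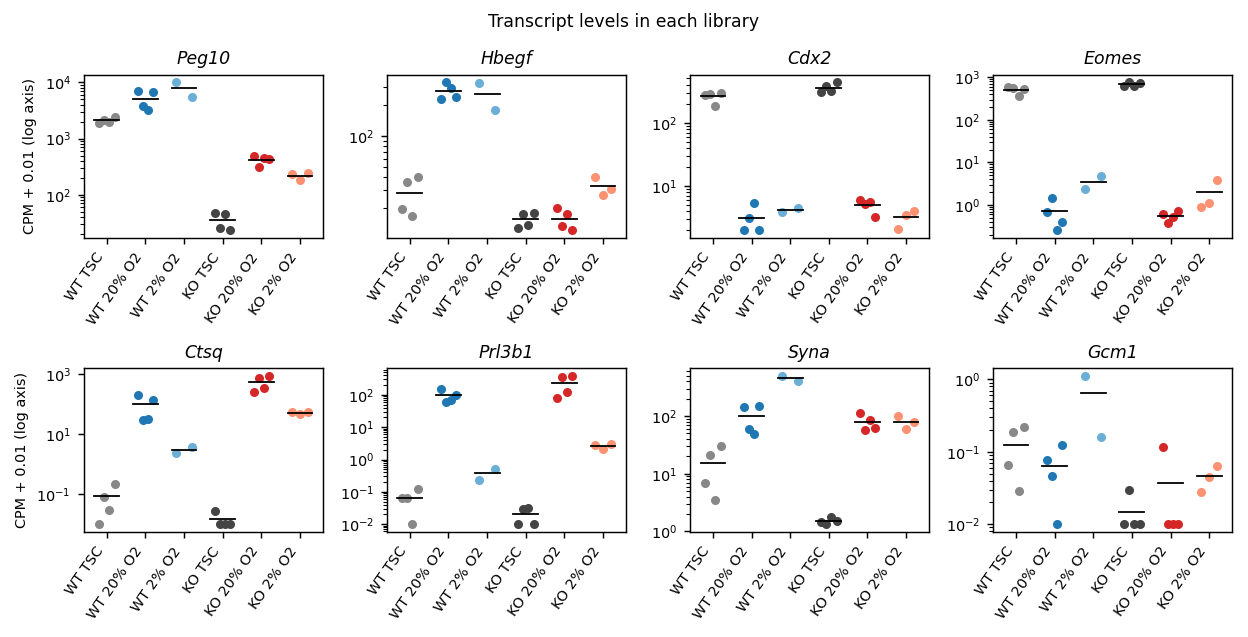
Levels of Peg10, Hbegf, Cdx2, Eomes, Ctsq, Prl3b1, Syna and Gcm1 in each of the 21 libraries, by group (points, libraries; bars, group means; log axis in CPM with 0.01 added so that 0 can be drawn). Mean Peg10 was 2118 CPM in WT TSC and 35.3 CPM in KO TSC, and mean Hbegf was 275 CPM in WT and 15.5 CPM in KO cells at 20% oxygen.

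Principal components placed stem cells and differentiated cells of both genotypes far apart. The first component held 74.1% of the variance of the 500 most variable genes and averaged -67.4 ± 9.3 in WT TSC and -90.2 ± 2.4 in KO TSC (SD, n = 4 each). Differentiated cells averaged 50.4 ± 11.3 (WT, n = 4) and 59.6 ± 2.9 (KO, n = 4) at 20% oxygen, and 28.3 ± 0.5 (WT, n = 2) and 44.6 ± 3.1 (KO, n = 3) at 2% oxygen. From TSC to 20% oxygen the KO cells moved 127.3% of the WT distance along it. The second component (10.7%) followed set A within groups. In a fit without the genes that follow either set, the first component held 84.3% and the second 6.6%. Component 3 (6.2%) separated the genotypes, with means of 9.3 ± 7.1, 23.6 ± 14 and 17.4 ± 2.5 in WT cells (TSC, 20% and 2% oxygen) and -11.4 ± 2.9, -23.6 ± 1.8 and -8.9 ± 1.2 in KO cells.

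**Figure D2:**
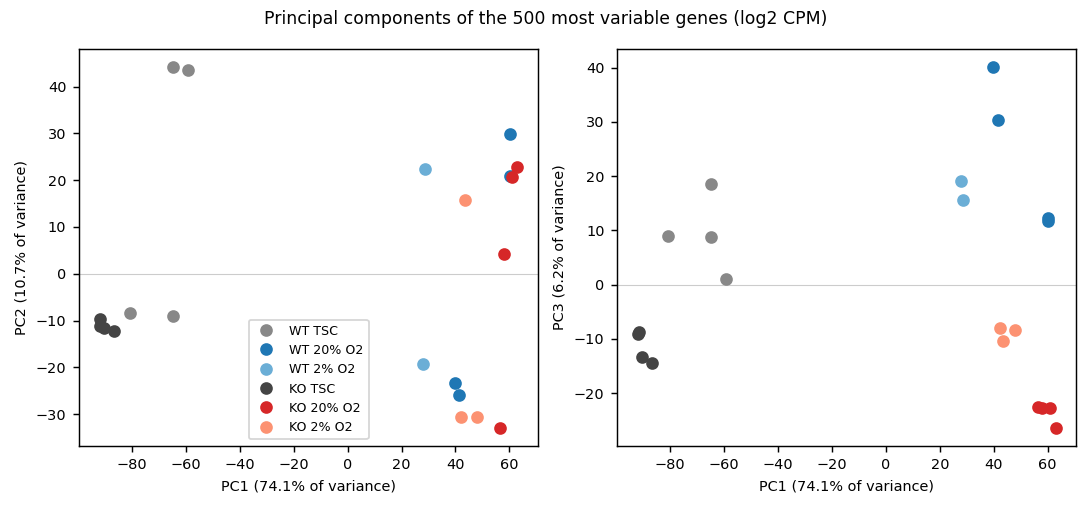
Component 1 against components 2 and 3 of log2 CPM of the 500 most variable genes, 1 point per library, coloured by group. KO libraries lie below WT libraries on component 3, which holds 6.2% of the variance.

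WT cells at 20% oxygen were compared with WT TSC to describe differentiation itself. The placental cathepsin gene Ctsj rose from 0.679 ± 0.454 to 2899 ± 462 CPM (SD, n = 4 each; log2 fold change 12.35 ± 0.85), Prl3b1, placental lactogen II, rose by 10.96 ± 1.56, and the cathepsin Ctsq by 10.65 ± 1.93. The steroid 17-hydroxylase Cyp17a1 rose by 9.30 ± 0.52. Transcription factors that hold the stem cell state went down: Elf5 changed by -9.89 ± 0.42, Eomes by -9.78 ± 0.47, Sox2 by -9.49 ± 0.43, Esrrb by -8.26 ± 0.32 and Cdx2 by -6.49 ± 0.29 (adjusted p at most 6.47e-05 for these 9 genes). The interleukin 5 receptor chain Il5ra, at 42.1 ± 7.55 CPM in WT TSC, was at least 787-fold lower, against a floor of 3 counts per library.

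Gene lists of trophoblast cell types were tested as well. Of 28 trophoblast giant cell genes, 25 rose, 2 fell and 1 was not called, among them the placental lactogen I gene Prl3d1 (log2 fold change 5.33 ± 0.80) and the proliferin Prl2c2 (4.22 ± 0.72). Giant cell genes tested up as a list (camera adjusted p = 5.34e-05), but adjusted p = 0.698 with an estimated correlation. Of 14 spongiotrophoblast and glycogen cell genes, 9 rose, 3 fell and 2 were not called. The marker Tpbpa changed by 8.34 ± 1.60 and Ascl2, a basic helix-loop-helix factor of that lineage, by -1.70 ± 0.55. Spongiotrophoblast genes had no joint call (camera adjusted p = 0.203). Of 17 syncytiotrophoblast genes, 8 rose, 4 fell and 5 were not called, with the fusion gene Syna at 3.05 ± 0.49 and the gap junction gene Gjb2 at 5.28 ± 0.56. Syncytiotrophoblast genes had no joint call (camera adjusted p = 0.0802). Gcm1, the transcription factor of syncytiotrophoblast formation, was not called and stood at 0.115 ± 0.0927 CPM in WT TSC and 0.0539 ± 0.0477 CPM at 20% oxygen. Of 15 pregnancy-specific glycoprotein and Ceacam genes, 14 rose, 0 fell and 1 was not called (15 and 0 over the list alone), such as Ceacam9 (6.45 ± 0.34) and Psg18 (4.64 ± 0.62). Glycoprotein and Ceacam genes tested up as a list (camera adjusted p = 0.00429), but adjusted p = 0.698 with an estimated correlation. Of 12 steroid synthesis genes, 6 rose, 1 fell and 5 were not called, with Hsd3b6 at 3.47 ± 0.69 and Hsd17b1 at -3.46 ± 0.62. Steroid synthesis genes had no joint call (camera adjusted p = 0.0807). Ascl2 lost its call without the set B libraries (-1.25).

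Stem cell, growth factor response, cell cycle, interferon and imprinted genes were examined next. Of 20 trophoblast stem cell genes, 0 rose, 15 fell and 5 were not called. Stem cell genes tested down as a list (camera adjusted p = 6.71e-08), and adjusted p = 0.002 with an estimated correlation. Among 18 genes induced by FGF and ERK signalling, 1 rose, 14 fell and 3 were not called, such as the feedback regulators Dusp6 (-7.67 ± 0.47) and Spry4 (-6.50 ± 0.29). FGF-ERK response genes tested down as a list (camera adjusted p = 2.6e-07), but adjusted p = 0.0732 with an estimated correlation. Among 32 cell cycle genes, 0 rose, 28 fell and 4 were not called, such as the ribonucleotide reductase subunit Rrm2 (-3.54 ± 0.34) and the mitotic kinase Plk1 (-3.09 ± 0.34). Cell cycle genes tested down as a list (camera adjusted p = 4.36e-09), but adjusted p = 0.698 with an estimated correlation. All 20 interferon-stimulated genes rose, 20 also when adjusted over the list alone: Ifit3 was at least 140-fold higher, Rtp4 rose by 7.94 ± 0.86 and Ifit2 by 9.43 ± 1.97. Interferon-stimulated genes tested up as a list (camera adjusted p = 2.34e-06), but adjusted p = 0.698 with an estimated correlation. Of 29 imprinted genes outside the Peg10 region, 14 rose, 5 fell and 10 were not called, with Zim1 at 5.90 ± 0.55 and Mest at -6.40 ± 0.26. Imprinted genes had no joint call (camera adjusted p = 0.265). Markers of other cell types had no joint call. Of 8 endothelial and blood cell markers, 3 rose, 1 fell and 4 were not called. Of 10 fibroblast markers, 4 rose, 4 fell and 2 were not called. Of 6 embryonic stem cell markers, 3 rose, 3 fell and 0 were not called. Of 12 primitive endoderm markers, 2 rose, 6 fell and 4 were not called. The camera adjusted p of these lists was 0.48, 0.742, 0.67 and 0.365. Ptprc, of the first list, is in set B. In all, 4756 genes rose and 4292 fell, 9048 of 20034 tested.

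At 2% oxygen 4 of these stem cell factors fell in WT cells as well. Against WT TSC, Esrrb changed by log2 fold change -8.49 ± 0.46, Elf5 by -7.99 ± 0.42, Eomes by -7.23 ± 0.42 and Cdx2 by -5.93 ± 0.35 (n = 2 and 4, adjusted p at most 7e-11). Syna rose from 15.4 ± 12.4 to 450.3 ± 70.5 CPM (SD, n = 4 and 2; 5.36 ± 0.53) and Gcm1 from 0.115 ± 0.0927 to 0.630 ± 0.681 CPM (2.25 ± 0.86, adjusted p = 0.0316). Of the hormone genes, Prl3d1 (log2 fold change 0.34), Prl2c2 (0.70) and Prl3b1 (2.89) were not called, with adjusted p of 0.83, 0.585 and 0.239. Ctsq rose by 5.99 ± 2.13, Ctsj by 5.81 ± 0.92 and Tpbpa by 4.52 ± 1.88. The antiviral genes Isg15 (7.75 ± 1.07) and Rsad2 (7.59 ± 0.73) rose, as did the kallikrein Klk4 (7.19 ± 0.67). Gcm1 lost its call without WT TSC replicate 1 or 3 or WT 2% oxygen replicate 1 (0.79 to 2.07), and under 8 other alternatives (1.77 to 2.5). Ctsq lost its call without WT TSC replicate 3 or WT 2% oxygen replicate 2 (5.64 to 5.74), and with identifier pairs as blocks or with identifier pairs summed (6 to 6.03). Tpbpa lost its call without WT TSC replicate 1, 2, 3 or 4 or WT 2% oxygen replicate 1 or 2 (4.07 to 4.97), and under 3 other alternatives (4.27 to 4.59).

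Of 28 giant cell genes, 12 rose, 2 fell and 14 were not called. For giant cell genes together, camera made no call (adjusted p = 0.079). Of 14 spongiotrophoblast and glycogen cell genes, 6 rose, 1 fell and 7 were not called (5 and 1 over the list alone). For spongiotrophoblast genes together, camera made no call (adjusted p = 0.142). Of 17 syncytiotrophoblast genes, 9 rose, 0 fell and 8 were not called, including Dlx3 (2.81 ± 0.38). For syncytiotrophoblast genes together, camera pointed up (adjusted p = 0.0024), but adjusted p = 0.698 with an estimated correlation. Of 20 stem cell genes, 0 rose, 17 fell and 3 were not called. For stem cell genes together, camera pointed down (adjusted p = 2.33e-09), and adjusted p = 0.00164 with an estimated correlation. Of 18 FGF-ERK response genes, 0 rose, 16 fell and 2 were not called. For FGF-ERK response genes together, camera pointed down (adjusted p = 1.2e-08), and adjusted p = 0.0467 with an estimated correlation. Of 32 cell cycle genes, 0 rose, 30 fell and 2 were not called. For cell cycle genes together, camera pointed down (adjusted p = 2.33e-09), but adjusted p = 0.698 with an estimated correlation. All 20 interferon-stimulated genes rose, also when adjusted over the list alone. For interferon-stimulated genes together, camera pointed up (adjusted p = 3.98e-07), but adjusted p = 0.698 with an estimated correlation. Of 30 hypoxia target genes, 6 rose, 6 fell and 18 were not called, such as the adenylate kinase Ak4 (-2.77 ± 0.20) and Ndrg1 (2.28 ± 0.13). Hypoxia target genes had no joint call (camera adjusted p = 0.957). The direction of this list is unclear, with a median log2 fold change of 0.06, a mean of -0.03 and a test pointing up. In all, 4275 genes rose and 3443 fell (7718). Between 2 WT libraries at 2% oxygen, replicate 2 alone held set A.

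KO cells also left the stem cell state at 20% oxygen, and several giant cell genes came up from near absence. Ctsj rose from 0.0451 ± 0.0320 to 5642 ± 3367 CPM (SD, n = 4 each; 16.62 ± 1.48), and Ctsr by 13.72 ± 2.07. Ctsq was 112000-fold (95% counting interval 20100 to 4420000) higher and Prl3b1 24700-fold (95% counting interval 6830 to 204000) higher. Tpbpa, without a count in KO TSC, was at least 311-fold higher at 18.3 ± 2.98 CPM. Eomes changed by -10.30 ± 0.46, Elf5 by -9.87 ± 0.38, Esrrb by -7.12 ± 0.27 and Cdx2 by -6.17 ± 0.25 on the log2 scale (adjusted p at most 2.96e-13). Hbegf, a ligand of the EGF receptor, stayed at 15.4 ± 2.63 CPM in KO TSC and 15.5 ± 3.60 CPM after differentiation (adjusted p = 1).

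Of the giant cell genes, 26 rose, 2 fell and 0 were not called. Camera called giant cell genes up (adjusted p = 2.08e-06), but adjusted p = 0.698 with an estimated correlation. Of the spongiotrophoblast and glycogen cell genes, 10 rose, 2 fell and 2 were not called. Camera did not call spongiotrophoblast genes as a list (adjusted p = 0.0501). Of the syncytiotrophoblast genes, 6 rose, 1 fell and 10 were not called, with Syna at 5.65 ± 0.72 and Gjb2 at 7.95 ± 1.10. Camera did not call syncytiotrophoblast genes as a list (adjusted p = 0.399). Of the 12 steroid synthesis genes, 7 rose, 1 fell and 4 were not called, with Hsd3b6 at 6.57 ± 0.81 and the cholesterol side-chain cleavage enzyme Cyp11a1 at 3.53 ± 0.23. For steroid synthesis genes together, camera pointed up (adjusted p = 0.0125), but adjusted p = 0.536 with an estimated correlation. For the pregnancy-specific glycoprotein and Ceacam genes, 14 rose, 0 fell and 1 was not called. For glycoprotein and Ceacam genes together, camera pointed up (adjusted p = 0.000862), but adjusted p = 0.698 with an estimated correlation. Of the stem cell genes, 0 rose, 16 fell and 4 were not called. Camera called stem cell genes down (adjusted p = 1.9e-07), and adjusted p = 0.00232 with an estimated correlation. Of 18 FGF-ERK response genes, 1 rose, 16 fell and 1 was not called. Camera called FGF-ERK response genes down (adjusted p = 1.9e-07), but adjusted p = 0.0706 with an estimated correlation. Of 32 cell cycle genes, 0 rose, 30 fell and 2 were not called. Camera called cell cycle genes down (adjusted p = 1.48e-08), but adjusted p = 0.698 with an estimated correlation. All 20 interferon-stimulated genes rose, also when adjusted over the list alone. Camera called interferon-stimulated genes up (adjusted p = 6.48e-07), but adjusted p = 0.698 with an estimated correlation. The chaperone gene Rtp4 was at least 1910-fold higher. In all, 4736 genes rose and 4187 fell (8923, or 13513 by adjusted p alone). Of the genes that rose in WT cells at 20% oxygen, 3167 also rose in KO cells, where 1124.3 would be shared by chance, and of those that fell 2974 also fell, where 897 would be.

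At 2% oxygen KO cells gave 9294 called genes, 5184 up and 4110 down. Esrrb changed by log2 fold change -7.64 ± 0.33, Eomes by -8.78 ± 0.42 and Cdx2 by -6.83 ± 0.32 (n = 3 and 4, adjusted p at most 1.07e-12), while Ctsj rose by 12.76 ± 1.49 and Syna by 5.70 ± 0.73. The kininogen gene Kng1, without a count in KO TSC, was at least 340-fold higher at 20.0 ± 2.84 CPM (SD, n = 3). Of the giant cell genes, 22 rose, 3 fell and 3 were not called (24 and 3 over the list alone). Giant cell genes tested up as a list (camera adjusted p = 0.000998), but adjusted p = 0.735 with an estimated correlation. Of the syncytiotrophoblast genes, 9 rose, 1 fell and 7 were not called. Syncytiotrophoblast genes tested up as a list (camera adjusted p = 0.0297), but adjusted p = 0.735 with an estimated correlation. Stem cell genes went down: 0 rose, 17 fell and 3 were not called. Stem cell genes tested down as a list (camera adjusted p = 1.2e-08), and adjusted p = 0.00164 with an estimated correlation. For FGF-ERK response genes, 1 rose, 16 fell and 1 was not called. FGF-ERK response genes tested down as a list (camera adjusted p = 1.14e-07), but adjusted p = 0.0693 with an estimated correlation. For cell cycle genes, 0 rose, 30 fell and 2 were not called. Cell cycle genes tested down as a list (camera adjusted p = 2.33e-09), but adjusted p = 0.698 with an estimated correlation. Among pregnancy-specific glycoprotein and Ceacam genes, 10 rose, 0 fell and 5 were not called. Camera called glycoprotein and Ceacam genes up (adjusted p = 0.00948), but adjusted p = 0.698 with an estimated correlation. Among interferon-stimulated genes, 20 rose, 0 fell and 0 were not called. Interferon-stimulated genes tested up as a list (camera adjusted p = 9.91e-07), but adjusted p = 0.698 with an estimated correlation. Shared with WT cells at 2% oxygen were 3472 genes that rose (1106.2 by chance) and 2753 that fell (706.3 by chance).

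**Figure D3:**
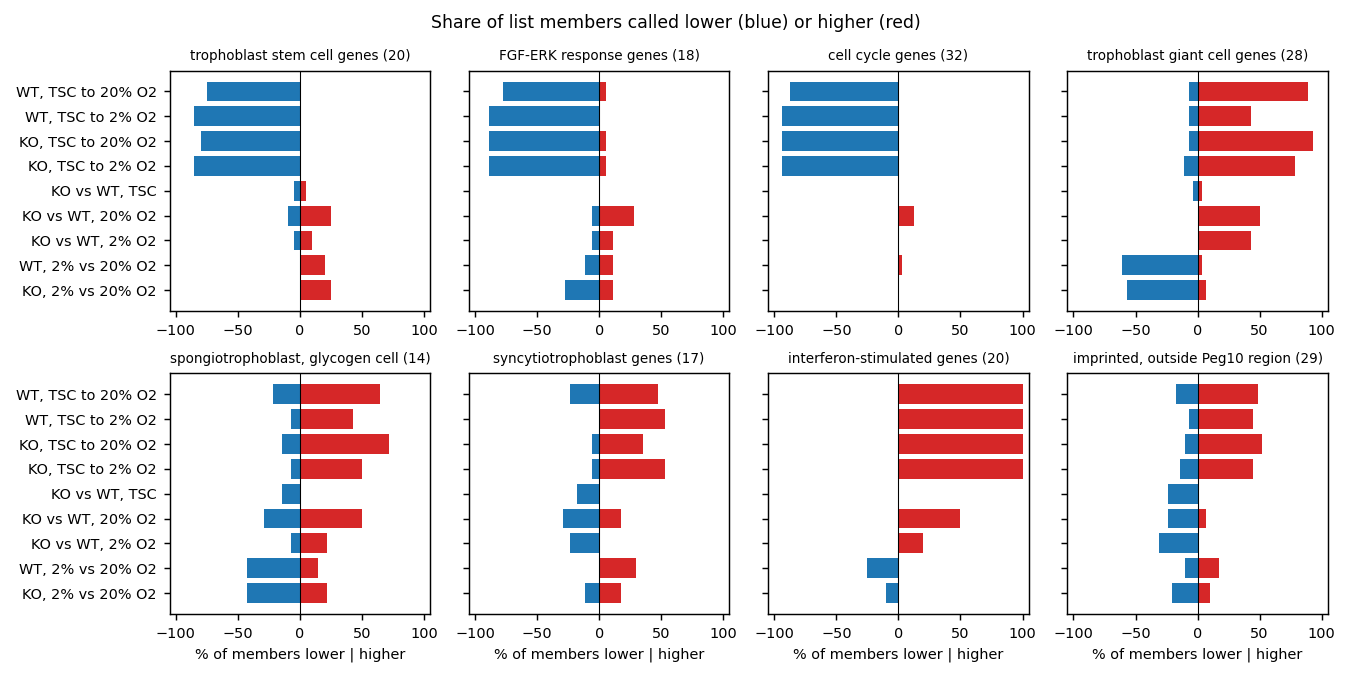
Share of the members of 8 gene lists called lower (blue, left) or higher (red, right) in 9 comparisons, in % of the members tested (number in brackets). All 20 interferon-stimulated genes rose in each of the 4 comparisons of differentiated cells with TSC.

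Undifferentiated KO and WT TSC were compared to ask how the genotypes differ before differentiation. Among the large falls in KO cells were those of the myosin light chain Myl4 (log2 fold change -4.92 ± 0.84), the imprinted genes Phlda2 (-4.10 ± 0.42) and Cd81 (-3.38 ± 0.41), and the tight junction gene Cldn6 (-2.89 ± 0.25; n = 4 each). Syna was lower, at 1.51 ± 0.202 against 15.4 ± 12.4 CPM (SD, n = 4 each; -2.85 ± 0.77). Sox3 rose from 17.8 ± 6.05 to 139.6 ± 41.6 CPM (3.02 ± 0.24), the teneurin Tenm4 by 3.01 ± 0.23, the collagen gene Col11a1 by 2.70 ± 0.21 and Il5ra by 2.67 ± 0.16 (adjusted p at most 0.0231 for these 9 genes). The stem cell factors Cdx2, Eomes, Esrrb and Elf5 were not called, with mean CPM of 359.9, 691, 622 and 1046 in KO TSC and 259.9, 508, 591 and 762 in WT TSC. Syna lost its call without KO TSC replicate 1, 2, 3 or 4 or WT TSC replicate 2 or 4 (-2.42 to -2.94), and under 5 other alternatives (-1.64 to -2.90).

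Several imprinted genes were lower in KO TSC. Of 29 outside the Peg10 region, 0 rose, 7 fell and 22 were not called, among them the growth restraint gene Cdkn1c (-2.39 ± 0.38) and the non-coding H19 (-1.82 ± 0.46). For imprinted genes together, camera pointed down (adjusted p = 1.9e-07), and adjusted p = 0.0467 with an estimated correlation. Of 7 genes neighbouring Peg10, 0 rose, 1 fell and 6 were not called (1 and 2 over the list alone). The called gene was Sgce, also imprinted, at -2.14 ± 0.23. Peg10 neighbours had no joint call (camera adjusted p = 0.315). Of 17 syncytiotrophoblast genes, 0 rose, 3 fell and 14 were not called (0 and 6 over the list alone), with Gjb2 at -4.40 ± 1.16 and Epha4 at -1.23 ± 0.38. For syncytiotrophoblast genes together, camera pointed down (adjusted p = 0.00612), but adjusted p = 0.698 with an estimated correlation. Of 10 PEG10-bound mRNAs named by the study, 0 rose, 1 fell and 9 were not called, the fall being that of the chemerin receptor Cmklr1 (-1.83 ± 0.53). PEG10-bound mRNAs tested down as a list (camera adjusted p = 0.0145), but adjusted p = 0.698 with an estimated correlation. The study named these mRNAs from binding to PEG10 in TSC, and drew attention to Hbegf for its role in placentation and its RNA level. Of the stem cell genes, 1 rose, 1 fell and 18 were not called, with Nr0b1 at 1.17 ± 0.27. For stem cell genes together, camera made no call (adjusted p = 0.0745). The cell cycle, FGF-ERK response and interferon-stimulated lists had no joint call (camera adjusted p 0.227, 0.0531 and 0.365). Cdkn1c lost its call in the first identifier pair (-1.79). H19 lost its call with identifier pairs as blocks or with identifier pairs summed (-1.81 to -1.82). Gjb2 lost its call without KO TSC replicate 1, 2, 3 or 4 (-4.03 to -4.56), and under 3 other alternatives (-4.33 to -4.40). Epha4 lost its call without WT TSC replicate 1, 2 or 4 or KO TSC replicate 1, 2, 3 or 4 (-1.06 to -1.32), and under 6 other alternatives (-0.69 to -1.25). Cmklr1 lost its call without WT TSC replicate 2 or 4 or KO TSC replicate 2, 3 or 4 (-1.50 to -1.96), and under 5 other alternatives (-0.33 to -1.98). Nr0b1 lost its call under 6 alternatives (0.99 to 1.21).

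In all, 397 genes were higher and 393 lower in KO TSC (790). The balance varied, with 311 higher and 542 lower by edgeR, 388 and 756 by DESeq2, and 1296 and 884 with sample quality weights. The count depended on the libraries: 1 of the 34 other splits of the 8 libraries, that by pairs of consecutive sample numbers (identifier pairs), gave 1037, and within the pairs the genotypes differed in 292 and 959 genes (959 with the pair as a term). It was 377 in a fit without the 9 libraries that held set A, of which 2 are TSC (151 higher, 226 lower), 250 with the pairs as blocks, 167 with each pair summed, 2180 with the quality weights and 1853 by adjusted p alone.

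After differentiation at 20% oxygen, KO and WT cells differed in more genes. Hbegf, at 275 ± 48.8 CPM in WT cells, stood at 15.5 ± 3.60 CPM in KO cells (SD, n = 4 each; log2 fold change -4.16 ± 0.26). CN725425 had no count in KO cells and was at least 301-fold lower than its 15.3 ± 1.71 CPM in WT cells. The vacuolar proton pump subunit Atp6v0e2 (-8.30 ± 0.66), the protease Tmprss2 (-7.18 ± 0.49) and the cytokine Il34 (-6.63 ± 0.32) fell. Higher in KO cells were the chondroitin sulfotransferase Chst13 (6.28 ± 0.45), the signalling ligand Wnt4 (5.37 ± 0.39), Arc, a neuronal Gag-derived gene (5.13 ± 0.65), and Lcn2, lipocalin 2 (4.20 ± 0.42; adjusted p at most 2.39e-06 for these 8 genes with a fitted change).

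Among giant cell genes, 14 rose, 0 fell and 14 were not called, with Cts6 at 4.03 ± 0.74, Ctsq at 2.74 ± 0.46, Prl2c2 at 2.62 ± 0.37 and Prl3b1 at 1.09 ± 0.38. For giant cell genes together, camera pointed up (adjusted p = 0.000174), but adjusted p = 0.698 with an estimated correlation. Of the spongiotrophoblast and glycogen cell genes, 7 rose, 4 fell and 3 were not called, with Ascl2 at 2.92 ± 0.51, Tpbpa at 1.40 ± 0.49 and Phlda2 at -2.43 ± 0.44. Spongiotrophoblast genes had no joint call (camera adjusted p = 0.817). Among syncytiotrophoblast genes, 3 rose, 5 fell and 9 were not called, with Epha4 at -2.01 ± 0.22 and Cebpa at 2.54 ± 0.32. Camera called syncytiotrophoblast genes down (adjusted p = 0.0341), but adjusted p = 0.735 with an estimated correlation. Syna was not called, at 78.8 ± 26.1 against 101 ± 53.1 CPM. Among integrated stress and unfolded protein response genes, 1 rose, 4 fell and 9 were not called, with the lipoprotein receptor Vldlr at -3.36 ± 0.35 and the chaperone Hspa5 at -1.46 ± 0.29. Stress response genes tested down as a list (camera adjusted p = 0.00994), but adjusted p = 0.698 with an estimated correlation. Of the PEG10-bound mRNAs, 0 rose, 2 fell and 8 were not called, the falls being Hbegf and Tgfa, transforming growth factor alpha (-2.29 ± 0.23). For PEG10-bound mRNAs together, camera pointed down (adjusted p = 0.0432), but adjusted p = 0.735 with an estimated correlation. Among 18 p53 target genes, 4 rose, 0 fell and 14 were not called, with Btg2 at 1.18 ± 0.17. P53 target genes had no joint call (camera adjusted p = 0.0501). Of 17 invasion and epithelial-mesenchymal genes, 7 rose, 2 fell and 8 were not called, with Mmp2 at 3.96 ± 0.50 and the adhesion gene Cdh1 at -1.84 ± 0.24. Invasion genes had no joint call (camera adjusted p = 0.3). Prl3b1 lost its call without KO 20% oxygen replicate 2 or 4 or WT 20% oxygen replicate 2 or 3 (0.70 to 0.95), and under 5 other alternatives (0.51 to 1.11). Tpbpa lost its call without WT 20% oxygen replicate 2 or 3 or KO 20% oxygen replicate 3 (0.82 to 1.23), and under 8 other alternatives (-0.16 to 1.40). Hspa5 lost its call with quality weights or without the set B libraries (-0.79 to -0.95).

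Of the stem cell genes, 5 rose, 2 fell and 13 were not called, with Sox2 at 2.56 ± 0.48 and Esrrb at 1.21 ± 0.38. Camera did not call stem cell genes as a list (adjusted p = 0.749). Of the FGF-ERK response genes, 5 rose, 1 fell and 12 were not called, with Spry4 at 2.17 ± 0.33. For FGF-ERK response genes together, camera made no call (adjusted p = 0.208). Of the 20 interferon-stimulated genes, 10 rose, 0 fell and 10 were not called. For interferon-stimulated genes together, camera made no call (adjusted p = 0.149). Of 13 other retroelement-derived Gag genes, 5 rose, 2 fell and 6 were not called, with Ldoc1 at 2.72 ± 0.44 and Zcchc18 at -3.27 ± 1.02. Gag genes had no joint call (camera adjusted p = 0.208). Mitochondrial transcripts took 1.20 ± 0.0501% of counts in KO and 0.79 ± 0.139% in WT cells at 20% oxygen, and ribosomal protein transcripts 1.61 ± 0.192% and 2.06 ± 0.484% (SD, n = 4 each). In all, 2620 genes were higher and 2715 lower in KO cells (5335, or 10249 by adjusted p alone). Without the set B libraries, 1625 were higher and 2492 lower. Esrrb lost its call without KO 20% oxygen replicate 2 (0.96), and under 4 other alternatives (1.10 to 1.23). Zcchc18 lost its call under 3 alternatives (-2.34 to -5.69).

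The KO libraries also differed from WT libraries over whole chromosomes. Chromosome medians of log2 ratios to the condition's WT mean were taken less the library's median over all genes (at least 5 CPM). In all 11 KO libraries they were 0.289 to 0.327 on chromosome 2 and 0.158 to 0.282 on chromosome 6. On chromosomes 12 and 19 they were -0.272 to -0.185 and -0.456 to -0.347. The 10 WT libraries lay between -0.038 and 0.024 on these 4 chromosomes. On chromosome 18 KO libraries lay at -0.402 to -0.343 at 2% oxygen and at -0.095 to 0.067 otherwise. The called genes leaned the same way. On chromosome 2, 61 were higher and 9 lower in KO TSC, 280 and 153 at 20% oxygen, and 183 and 50 at 2% oxygen. On chromosome 19 these were 2 and 28, 55 and 105, and 21 and 66.

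**Figure D4:**
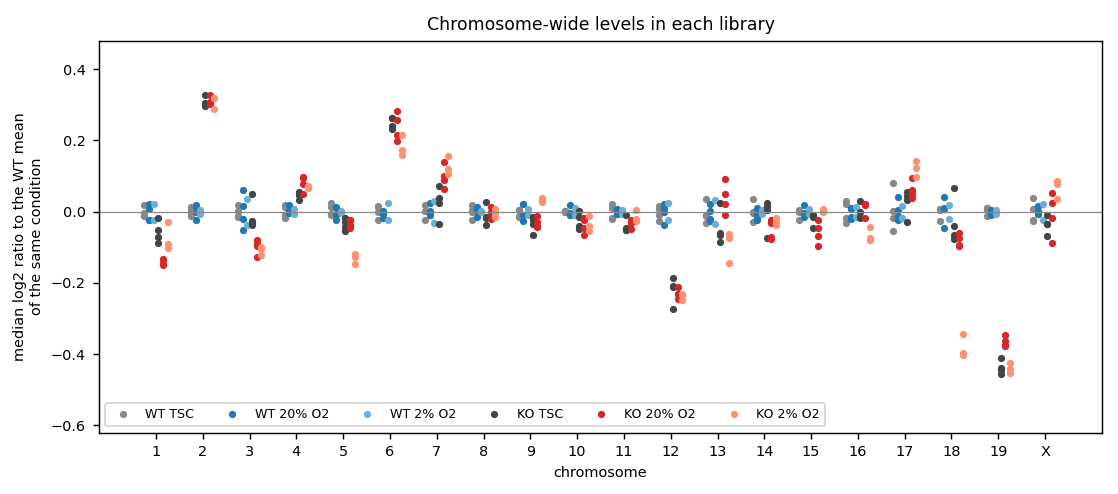
Median log2 ratio of each library to its condition's WT mean, by chromosome, less its median over all genes of at least 5 CPM. Points are libraries, coloured by group. KO libraries of all conditions lie above 0 on chromosomes 2 and 6 and below 0 on chromosomes 12 and 19.

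At 2% oxygen, KO cells again had less Hbegf, at 32.4 ± 6.83 (n = 3) against 256 ± 108 CPM (SD, n = 2; log2 fold change -2.94 ± 0.30). Syna stood at 80.4 ± 20.2 against 450.3 ± 70.5 CPM (-2.51 ± 0.48) and Gcm1 at 0.0357 ± 0.0178 against 0.630 ± 0.681 CPM (-3.35 ± 1.02). The chemokine receptor Ccr1 (-8.53 ± 0.75), CN725425 (-7.98 ± 0.47), Tm2d1 (-7.73 ± 0.61) and the demethylase Alkbh3 (-5.62 ± 0.45) fell. The betaine transporter Slc6a12 (5.86 ± 0.53), the potassium channel Kcnd3 (5.24 ± 0.52) and dystrophin, Dmd (4.44 ± 0.62), rose (adjusted p at most 0.0197 for these 10 genes). Gcm1 lost its call without WT 2% oxygen replicate 1 or KO 2% oxygen replicate 1 or 2 (-1.90 to -3.38), and without the filter or with identifier pairs summed (-3.33 to -3.35).

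Of the giant cell genes, 12 rose, 0 fell and 16 were not called (16 and 0 over the list alone), with Ctsq at 4.16 ± 1.05 and Prl2c2 at 2.47 ± 0.89. Camera called giant cell genes up (adjusted p = 5.6e-06), but adjusted p = 0.698 with an estimated correlation. Of the syncytiotrophoblast genes, 0 rose, 4 fell and 13 were not called. Syncytiotrophoblast genes tested down as a list (camera adjusted p = 0.0432), but adjusted p = 0.75 with an estimated correlation. Among imprinted genes, 0 rose, 9 fell and 20 were not called (0 and 10 over the list alone), among them Phlda2 (-4.59 ± 0.63), Cd81 (-4.21 ± 0.54) and the transporter Slc22a3 (-3.12 ± 0.68). Camera called imprinted genes down (adjusted p = 0.00108), but adjusted p = 0.399 with an estimated correlation. Of 14 integrated stress and unfolded protein response genes, 0 rose, 3 fell and 11 were not called, with Chac1 at -2.30 ± 0.44. For stress response genes together, camera pointed down (adjusted p = 0.000707), but adjusted p = 0.541 with an estimated correlation. Among PEG10-bound mRNAs, 0 rose, 2 fell and 8 were not called, such as Hbegf and the kinase Rock2 (-1.57 ± 0.22). Camera called PEG10-bound mRNAs down (adjusted p = 0.000297), but adjusted p = 0.541 with an estimated correlation. Of the interferon-stimulated genes, 4 rose, 0 fell and 16 were not called, with Irf7 at 2.14 ± 0.63. Camera called interferon-stimulated genes up (adjusted p = 0.0238), but adjusted p = 0.784 with an estimated correlation. Of the p53 target genes, 2 rose, 0 fell and 16 were not called. For p53 target genes together, camera pointed up (adjusted p = 0.0346), but adjusted p = 0.78 with an estimated correlation. Among endothelial and blood cell markers 3 rose, 1 fell and 4 were not called (4 and 1 over the list alone), with the endothelial cadherin Cdh5 at 3.55 ± 0.34. Endothelial and blood markers tested up as a list (camera adjusted p = 0.0341), but adjusted p = 0.541 with an estimated correlation. In all, 1621 genes were higher and 1154 lower in KO cells (2775). The count was 5363 by adjusted p alone. It was 1770 without the libraries that held set A (889 higher, 881 lower), which leaves 1 WT library at 2% oxygen that is assumed to vary like the other groups. Without that group's replicate 2 alone, 1034 were higher and 1002 lower. Ctsq lost its call without WT 2% oxygen replicate 1 or 2 (3.81 to 4.51). Prl2c2 lost its call without WT 2% oxygen replicate 1 or 2 or KO 2% oxygen replicate 1, 2 or 3 (2.34 to 2.66), and under 4 other alternatives (2.36 to 2.48). Irf7 lost its call without WT 2% oxygen replicate 1 or 2 (1.82 to 2.47).

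Differences between the responses of KO and WT cells were tested directly. At 20% oxygen Hbegf rose in WT and not in KO cells, a difference of -3.39 ± 0.39 on the log2 scale (adjusted p = 4.7e-06; n = 4 in each of 4 groups, limma-voom). The keratin Krt14 (5.56 ± 0.93), Ascl2 (3.56 ± 0.71), Syna (2.60 ± 0.87), Peg10 (2.41 ± 0.38), Sgce (1.82 ± 0.27), Hand1 (1.20 ± 0.14) and Esrrb (1.14 ± 0.42) responded more positively in KO cells. Hand1 and Esrrb went down in both genotypes, but less in KO cells, with Hand1 left at 775.5 to 979.8 against 336.8 to 408.1 CPM. Syna, Sgce and Peg10 began lower in KO TSC and ended no higher on average. Il34 (-7.19 ± 0.49), Gpa33 (-7.06 ± 0.57) and the DNA sensor Aim2 (-6.11 ± 0.46) responded more negatively. Of the giant cell genes, 5 were higher, 0 lower and 23 not called in KO cells, with Serpinb9d at 3.59 ± 0.70. Giant cell genes tested up as a list (camera adjusted p = 0.0296), but adjusted p = 0.784 with an estimated correlation. In all, 3834 genes responded differently, 2027 upward and 1807 downward in KO relative to WT cells. The majority turned under several alternatives, as with 1244 upward and 1624 downward without the set B libraries. The count was 6143 by adjusted p alone, 2087 with identifier pairs as blocks and 1906 with each pair summed. Syna lost its call without KO TSC replicate 1, 2 or 4 or WT TSC replicate 2 or 4 or WT 20% oxygen replicate 2 (2.16 to 2.60), and under 4 other alternatives (2.10 to 2.67). Esrrb lost its call without WT 20% oxygen replicate 1, 2, 3 or 4 or WT TSC replicate 1, 2 or 4 or KO TSC replicate 1 or 3 or KO 20% oxygen replicate 2, 3 or 4 (0.89 to 1.23), and under 8 other alternatives (0.99 to 1.21). Serpinb9d lost its call without the set A libraries (3.20).

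At 2% oxygen the difference of responses was -2.17 ± 0.42 for Hbegf (adjusted p = 0.00248). It was 6.95 ± 1.76 for Ctsj, 6.73 ± 0.90 for the kinase Nrk, 1.36 ± 0.16 for Hand1 and 2.19 ± 0.29 for Sgce, and -4.24 ± 0.66 for the myosin-binding gene Mybpc3 and -3.48 ± 0.72 for the growth factor binding gene Igfbp2. Of the giant cell genes, 7 were higher, 0 lower and 21 not called (8 and 0 over the list alone) in KO relative to WT responses. For giant cell genes together, camera pointed up (adjusted p = 5.38e-05), but adjusted p = 0.698 with an estimated correlation. Among pregnancy-specific glycoprotein and Ceacam genes, 3 were higher, 0 lower and 12 not called (5 and 0 over the list alone). Glycoprotein and Ceacam genes tested up as a list (camera adjusted p = 0.0156), but adjusted p = 0.735 with an estimated correlation. Among interferon-stimulated genes, 1 was higher, 0 lower and 19 not called (0 and 0 over the list alone). Interferon-stimulated genes tested up as a list (camera adjusted p = 0.0432), but adjusted p = 0.805 with an estimated correlation. Among endothelial and blood cell markers, which include Ptprc of set B, 3 were higher, 0 lower and 5 not called (4 and 0 over the list alone). For endothelial and blood markers together, camera pointed up (adjusted p = 0.0296), but adjusted p = 0.536 with an estimated correlation. Among stress response genes, 0 were higher, 2 lower and 12 not called. Camera called stress response genes down (adjusted p = 0.00902), but adjusted p = 0.698 with an estimated correlation. Among PEG10-bound mRNAs, 0 were higher, 1 lower and 9 not called. PEG10-bound mRNAs tested down as a list (camera adjusted p = 0.0389), but adjusted p = 0.735 with an estimated correlation. In all, 1457 genes differed, 895 upward and 562 downward. The count was 951 without replicate 2 of the WT cells at 2% oxygen, 638 without the libraries that held set A, 2284 with sample quality weights, and 726 or 433 with identifier pairs as blocks or summed. Hbegf lost its call with identifier pairs summed (-2.16). Ctsj lost its call under 3 alternatives (6.93 to 6.96).

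A differentiation score placed each library on a scale from WT TSC (0 ± 0.035) to WT cells at 20% oxygen (1 ± 0.0124). Its genes were selected by other WT libraries. KO cells at 20% oxygen scored 0.81 ± 0.0335 (SD, n = 4 each), a difference of -0.19 (exact two-sided permutation p = 0.0286, the smallest that 70 splits allow). KO TSC scored -0.114 ± 0.0412 against 0 ± 0.035 (exact permutation p = 0.0286), but p = 0.0571 in the exact test without KO TSC replicate 2, with a difference of -0.0981. The permutations count libraries of an identifier pair as separate samples, although scores within a pair lay close together in KO cells. At 20% oxygen KO replicates 1 and 3 scored 0.7765 and 0.7864, and replicates 2 and 4 scored 0.8386 and 0.8396. Both permutation p may therefore be too small. Because the genes were selected by their change in WT cells, responses of KO cells alone cannot raise the score, and any response special to WT cells lowers that of KO cells. Component 1, not selected on WT cells, gave KO cells 127.3% of the WT distance.

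**Figure D5:**
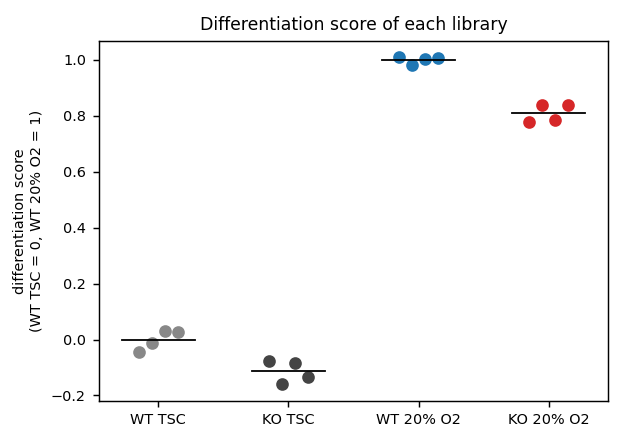
Differentiation score of each library (points) with group means (bars), scaled so that WT TSC average 0 and WT cells at 20% oxygen average 1. The 4 KO libraries at 20% oxygen lie between 0.777 and 0.84, below the 4 WT libraries.

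Oxygen was compared within differentiated WT cells to ask which lineages each condition gives. At 2% oxygen the hormone genes Prl3b1 (-8.08 ± 1.37) and Prl3d1 (-4.98 ± 1.01), the cathepsin Ctsj (-6.54 ± 0.48) and the ectonucleotidase Entpd1 (-4.99 ± 0.65) were lower than at 20% oxygen. Prl2b1, with 3 counts in the 2 libraries at 2% oxygen, was 1700-fold (95% counting interval 583 to 8270) lower. Syna stood at 450.3 ± 70.5 (n = 2) against 101 ± 53.1 CPM (SD, n = 4; 2.31 ± 0.45), Gcm1 rose by 3.20 ± 0.93, Ascl2 by 2.52 ± 0.59 and Eomes by 2.55 ± 0.60. The matrix gene Ccn2 (4.79 ± 0.68) and the smooth muscle gene Tagln (3.88 ± 0.73) were higher as well (adjusted p at most 0.0117 for the 10 genes with a fitted change). Among giant cell genes, 1 rose, 17 fell and 10 were not called (2 and 17 over the list alone). Camera called giant cell genes down (adjusted p = 1.1e-05), but adjusted p = 0.698 with an estimated correlation. Of the spongiotrophoblast and glycogen cell genes, 2 rose, 6 fell and 6 were not called (2 and 7 over the list alone), with Tpbpa at -3.82 ± 1.13. For spongiotrophoblast genes together, camera made no call (adjusted p = 0.504). Among pregnancy-specific glycoprotein and Ceacam genes, 0 rose, 4 fell and 11 were not called. For glycoprotein and Ceacam genes together, camera pointed down (adjusted p = 0.0493), but adjusted p = 0.784 with an estimated correlation. Among steroid synthesis genes, 1 rose, 4 fell and 7 were not called (1 and 5 over the list alone). Camera called steroid synthesis genes down (adjusted p = 0.0432), but adjusted p = 0.698 with an estimated correlation. Of 12 primitive endoderm markers, 3 rose, 0 fell and 9 were not called, with Sox7 at 2.42 ± 0.86. Primitive endoderm markers tested up as a list (camera adjusted p = 0.0432), but adjusted p = 0.698 with an estimated correlation. Among hypoxia target genes, 1 rose, 2 fell and 27 were not called (1 and 3 over the list alone), with the aldolase Aldoc at -2.96 ± 0.55 and the carbonic anhydrase Car9 at -1.44 ± 0.35. For hypoxia target genes together, camera made no call (adjusted p = 0.353). In all, 2048 genes were higher and 1509 lower (3557, or 6775 by adjusted p alone). Without the set B libraries, 1426 were higher and 1484 lower. Gcm1 lost its call without WT 2% oxygen replicate 1 (1.76), and under 4 other alternatives (2.18 to 3.18). Ascl2 lost its call without WT 2% oxygen replicate 1 (2.00). Eomes lost its call without WT 2% oxygen replicate 2 (2.08), and without the set A libraries or with identifier pairs as blocks (1.87 to 2.52). Tpbpa lost its call without WT 2% oxygen replicate 1 or 2 (-3.48 to -4.17), and with only the groups compared (-3.83). Sox7 lost its call without WT 2% oxygen replicate 1 or 2 or WT 20% oxygen replicate 2 or 3 (1.60 to 2.58), and under 9 other alternatives (1.15 to 2.48). Car9 lost its call without the set A libraries (-1.31). Prl2b1 lost its call without WT 2% oxygen replicate 1 or 2, and with only the groups compared.

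In KO cells 3 hormone genes were lower at 2% than at 20% oxygen, with Prl3b1 at -6.23 ± 0.70, Prl3d1 at -4.35 ± 0.70 and Prl4a1 at -5.25 ± 0.73 (n = 3 and 4). The VEGF receptor Flt1 (4.30 ± 0.19), Kng1 (4.60 ± 0.32) and the aldehyde oxidase Aox3 (4.66 ± 0.29) were higher, and lipoprotein lipase, Lpl, lower (-4.12 ± 0.32; adjusted p at most 9.29e-05 for these 7 genes). Of the giant cell genes, 2 rose, 16 fell and 10 were not called. Giant cell genes tested down as a list (camera adjusted p = 4.43e-06), but adjusted p = 0.698 with an estimated correlation. Of the steroid synthesis genes, 0 rose, 6 fell and 6 were not called (1 and 6 over the list alone). Steroid synthesis genes tested down as a list (camera adjusted p = 0.0144), but adjusted p = 0.536 with an estimated correlation. Of the primitive endoderm markers, 7 rose, 0 fell and 5 were not called. For primitive endoderm markers together, camera pointed up (adjusted p = 0.00796), but adjusted p = 0.698 with an estimated correlation. Of the endothelial and blood cell markers, 5 rose, 1 fell and 2 were not called. Camera called endothelial and blood markers up (adjusted p = 0.0389), but adjusted p = 0.541 with an estimated correlation. Of the hypoxia target genes, 6 rose, 2 fell and 22 were not called, with the prolyl hydroxylase Egln3 at 1.62 ± 0.48. Camera did not call hypoxia target genes as a list (adjusted p = 0.998). The direction of this list is unclear, with a median log2 fold change of -0.20, a mean of 0.11 and a test pointing down. In all, 2445 genes were higher and 890 lower (3335). The count was 6878 by adjusted p alone and 1779 without the libraries that held set A. WT and KO cells shared 722 genes higher at 2% oxygen (249.9 by chance) and 291 lower (67 by chance). Egln3 lost its call without the set A libraries or with identifier pairs as blocks (1.62 to 2.05).

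The response to oxygen differed between genotypes in 2958 genes, 1709 upward and 1249 downward in KO relative to WT cells (1075 and 1214 without the libraries that held set A). Ascl2 (-4.33 ± 0.77), Syna (-2.26 ± 0.62), Peg10 (-1.55 ± 0.41) and Arc (-4.01 ± 0.96) responded more negatively in KO cells, and Il34 (5.63 ± 0.44), Aldoc (4.49 ± 0.73) and Hbegf (1.22 ± 0.40) more positively (adjusted p at most 0.0336). Among endothelial and blood cell markers, which include Ptprc of set B, 4 were higher, 0 lower and 4 not called (5 and 0 over the list alone) in KO relative to WT cells, with Cd68 at 2.91 ± 0.37. Endothelial and blood markers tested up as a list (camera adjusted p = 0.00304), but adjusted p = 0.329 with an estimated correlation. The count was 1956 with identifier pairs as blocks and 1452 with each pair summed. Syna lost its call without WT 2% oxygen replicate 1 (-2.10), and under 3 other alternatives (-1.55 to -2.66). Peg10 lost its call without WT 2% oxygen replicate 1 (-1.12), and with identifier pairs summed (-1.55). Arc lost its call without WT 2% oxygen replicate 1 (-3.35). Hbegf lost its call without KO 2% oxygen replicate 1 or 3 or KO 20% oxygen replicate 2 or 4 or WT 20% oxygen replicate 2 or 3 or WT 2% oxygen replicate 2 (0.77 to 1.25), and under 6 other alternatives (0.98 to 1.29).

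EGF-family and signalling genes named by the study were followed through all comparisons. Hbegf ranged over 16.6 to 40.2 CPM in WT TSC (n = 4) and 12.7 to 17.8 CPM in KO TSC (n = 4). In WT cells it rose by 3.39 ± 0.25 at 20% and 3.24 ± 0.29 at 2% oxygen, and in KO cells by 1.07 ± 0.31 at 2% oxygen. Tgfa rose in WT cells at 20% oxygen (3.88 ± 0.28) and in KO cells (1.73 ± 0.31), with a difference of responses of -2.16 ± 0.42. Of 11 EGF family ligands and ErbB receptors, 2 were higher, 2 lower and 7 not called in KO cells at 20% oxygen, with Erbb2 at 1.49 ± 0.21. EGF family genes had no joint call (camera adjusted p = 0.525). Of 5 genes of signalling proteins that the study named for their phosphorylation, Mapk1 (log2 fold change -0.21) and Mtor (-0.15) were not called in KO cells at 20% oxygen. Signalling genes had no joint call (camera adjusted p = 0.469). Of the PEG10-bound mRNAs, 3 rose, 0 fell and 7 were not called in WT cells at 20% oxygen. For PEG10-bound mRNAs together, camera made no call (adjusted p = 0.748). The direction of this list is unclear, with a median log2 fold change of -0.09, a mean of 0.85 and a test pointing up. In KO cells at 20% oxygen, 2 rose, 0 fell and 8 were not called. Camera did not call PEG10-bound mRNAs as a list (adjusted p = 0.97). The direction of this list is unclear, with a median log2 fold change of -0.06, a mean of 0.47 and a test pointing down. Of the 56 list calls in the 12 comparisons, 6 held with an estimated correlation between genes. These were the stem cell list in the 4 comparisons of differentiated cells with TSC, the FGF-ERK response list in WT cells at 2% oxygen, and the imprinted genes in TSC. Hbegf lost its call in the differentiation of KO cells at 2% oxygen without KO TSC replicate 1 or KO 2% oxygen replicate 1 (0.91 to 0.97).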

Values the study reported

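The study reported that PEG10 bound approximately 840 mRNAs in undifferentiated cells and 3,680 after 5 days of differentiation.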

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

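The single-source ratio for set A, the T lymphocyte marker test for set B, and the correlation of identifier pairs in TSC were tests chosen after the result was seen. Sample values were compared within groups of 4 libraries, and a library was taken out for mention when its gap to the others was large against the range of the group. Chance flags about 1 in 20 groups, and 9 of 82 groups examined were singled out.

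WT TSC replicate 3 lay apart in Cdx2 (184.7 CPM, others 277.9 to 294.6), Esrrb (485.6 CPM, others 617.2 to 640.3) and Sgce (22.81 CPM, others 12.81 to 14.38). In WT cells at 20% oxygen, replicate 3 had 125.8 CPM of Prl3d1 (others 58.35 to 62.55) and replicate 2 had 65.03 CPM of Sgce (others 75.37 to 76.28). KO TSC replicate 2 had 1.942% ribosomal protein counts (others 2.439 to 2.54) and 1895 CPM of Hand1 (others 2235 to 2287). In KO cells at 20% oxygen, replicate 4 lay at -26.33 on component 3 (others -22.73 to -22.55) and replicate 2 had 979.8 CPM of Hand1 (others 775.5 to 806.5).

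Responses of KO and WT cells differed by direct tests, on the log2 scale. At 20% oxygen 3834 genes differed, with Peg10 at 2.41, Hbegf at -3.39, Esrrb at 1.14, Syna at 2.60, Ascl2 at 3.56, Hand1 at 1.20 and Sgce at 1.82, and the giant cell list at camera adjusted p = 0.0296. At 2% oxygen 1457 genes differed (951 without replicate 2 of the WT cells at 2% oxygen), with Hbegf at -2.17, Hand1 at 1.36 and Sgce at 2.19. Among lists there, camera adjusted p = 5.38e-05 for giant cell genes, 0.0156 for pregnancy-specific glycoprotein and Ceacam genes, 0.0389 for PEG10-bound mRNAs, 0.0432 for interferon-stimulated genes, 0.00902 for stress response genes and 0.0296 for endothelial and blood cell markers. Between oxygen levels 2958 genes differed, with Peg10 at -1.55, Hbegf at 1.22, Syna at -2.26 and Ascl2 at -4.33, and endothelial and blood cell markers at camera adjusted p = 0.00304. No list call among these differences held with an estimated correlation.

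Other splits of the same libraries were compared with the real groups. The splits treat libraries as exchangeable, although identifier pairs resemble each other. For 5 of the 7 counts tested, the real split alone gave as many genes. With a within-pair correlation of 0.623, this share of splits does not by itself exclude chance. For differentiation at 20% oxygen, 1 of 35 splits, the real one, gave as many genes in WT cells (9048, highest other 20) and in KO cells (8923, highest other 0). This was so for KO cells at 2% oxygen (9294, highest other 6453), for KO against WT cells at 20% oxygen (5335, highest other 64) and for 2% against 20% oxygen in KO cells (3335, highest other 1503). The 6453 and 1503 come from splits that differ from the real one by 1 library. For the difference of responses at 20% oxygen, 3 of 100 splits gave as many as 3834. The highest, 4975, kept the genotypes apart at 20% oxygen and so holds their difference there, which leaves the cause of the 3834 open (2087 with pairs as blocks). For KO against WT TSC, 2 of 35 splits gave as many as 790, so the splits alone do not exclude chance there. The other split is that by identifier pairs (1037), which points to a structure of the samples, and with the pair as a term the genotypes differed in 959 genes (292 and 959 within pairs), but in 250 with pairs as blocks and 167 with each pair summed. Of the genes lower in KO TSC, 193 were also lower in KO cells at 20% oxygen, where 53.3 would be shared by chance, and 27 were higher. Of the 397 genes higher in KO TSC, 108 were also higher at 20% oxygen (51.9 by chance) and 52 were lower. This overlap does not separate loss of Peg10 from a difference between the cell lines.

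Transcripts of sets A and B were weighed as RNA from other cells. For set A, liver cells would bring Alb, but mean Alb differed by -0.0156 CPM between libraries with and without set A, while Fgb differed by 14 CPM. A single source mixed in at different shares would keep the ratio of Agr2 to Aldh1a1, which varied 9.93 times, from 0.0742 to 0.737. For set B, 11 of 12 T lymphocyte markers were higher in libraries with it, and 4 were above 1 CPM without it. The set holds T cell genes (Cd3d, Cd3g), so this cannot test for T lymphocyte RNA. Other sources of set A stay open, and no biological explanation was tested.

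Libraries of an identifier pair resembled each other within groups of 4. The difference between pairs correlated at 0.749 across 13962 genes between WT and KO TSC, but at 0.063 between WT and KO cells at 20% oxygen. So TSC of both genotypes may have been handled together by pair. Sets A and B are not the reason, since without the genes that follow them 15 of 16 libraries lay nearest to the other library of their pair, against 12 with them. The labels name no batch, and no biological explanation was tested.

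The chromosome-wide differences were also weighed, as plain medians not less that of other genes. At 20% oxygen other chromosomes had medians of 0.103 (for 19) and 0.099 (for 12), so falls look smaller and rises larger. Without called genes chromosome 19 stayed at -0.208 or lower, narrowly past the bound of -0.2 set. So a few strongly changed genes do not make its fall. Gene length and expression level do not make it either, since its genes lay -0.41 or lower against matched genes. Without called genes the median of chromosome 2 was 0.257 or higher, so they do not make it either. The weakest were 0.141 (0.185 with them) on chromosome 6 at 2% oxygen and -0.132 (-0.142) on chromosome 12 at 20%. Short of that bound, they argue against a few genes as the cause. Matched genes covered chromosome 19 only. Over 3 equal parts of chromosomes 2, 6, 12 and 19, the smallest median in the whole chromosome's direction was 0.101 (12, 20% oxygen). It is close to the set bound of 0.1, so a different number of chromosome copies in KO and WT cells may be a candidate explanation. Loss of Peg10 itself and a difference between the cell lines stay open, as genotype cannot be separated from line.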

How the results depend on the processing

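Leaving out or marking libraries by set A, set B or identifier pair was chosen after seeing the data, and the other alternatives before. The counts of changed genes stayed within 1.5 times under DESeq2 size factors, no filter, a stricter filter, the edgeR and DESeq2 tests, and fits on only the groups of a contrast. The balance of rises and falls was less steady. For the difference of responses at 20% oxygen, 2027 upward and 1807 downward became 1812 and 1944 with DESeq2 size factors, 2044 and 2148 without a filter, 1927 and 2107 by DESeq2, 2107 and 2655 with sample quality weights, and 1244 and 1624 without the libraries that held set B. The majority also turned without replicate 1 or 4 of the KO cells or replicate 2 or 3 of the WT cells at 20% oxygen. For KO against WT cells at 20% oxygen it turned to 2663 higher and 2473 lower without the libraries that held set A, and also under the stricter filter, adjusted p alone, and pairs as blocks or summed.

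With sample quality weights, KO against WT TSC gave 2180 genes and the difference of responses at 2% oxygen 2284. By adjusted p alone, counts rose because no fold was asked: 13513 for KO differentiation at 20% oxygen, 1853 for KO against WT TSC, 10249 and 5363 for KO against WT at 20% and 2% oxygen, 6143 for the difference of responses at 20% oxygen, and 6775 and 6878 for 2% against 20% oxygen in WT and KO cells. Without the libraries that held set A, KO against WT gave 377 in TSC and 1770 at 2% oxygen, the difference of responses at 2% oxygen 638, and 2% against 20% oxygen in KO cells 1779, with fewer samples. With identifier pairs as blocks, KO against WT TSC gave 250, the differences of responses 2087 at 20% and 726 at 2% oxygen, and the difference of oxygen responses 1956. With each pair summed, which leaves 13 units, these were 167, 1906, 433 and 1452. KO against WT TSC gave 292 in the first pair only, 959 in the second and 959 with the pair as a term. The DESeq2 test gave 1144 there. Apart from fewer samples or no fold threshold, the cause was not tested.

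Of 192 statements on named genes, 153 kept their call under all alternatives run. Tpbpa between KO and WT cells at 20% oxygen reversed to -0.16 without the set B libraries. There they are 1 identifier pair, so the cause is open. Alternatives ended a call in 211 of 4287 comparisons, 94 by leaving out 1 library.

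The first principal component held 56.3% with all genes and 78.8% with RPKM. Of 276 list tests, 56 were called, against 6 with an estimated correlation, 143 by fry and 59 with DESeq2 size factors. Called lists kept their call in 115 of 168 comparisons with an alternative and lost it in 53.

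Leaving out each library in turn gave 8720 to 9025 and 6855 to 7653 for WT differentiation at 20% and 2% oxygen, 8581 to 8957 and 8863 to 9188 for KO differentiation, 608 to 896, 4722 to 5695 and 2036 to 2414 for KO against WT in TSC, at 20% and at 2% oxygen, 3316 to 4162 and 951 to 1424 for the differences of responses, and 2620 to 3791, 2848 to 3236 and 2034 to 3274 for oxygen in WT cells, in KO cells and their difference. The 951 is without replicate 2 of the WT cells at 2% oxygen, and leaving out 1 of these 2 libraries leaves a lone sample that is assumed to vary like the other groups. The score difference at 20% oxygen ranged from -0.1785 to -0.1995, and that of TSC from -0.0981 to -0.1264, with exact permutation p = 0.0571 without KO TSC replicate 2 (smallest possible 0.0286). With other gene choices or scaling the score differences were -0.1219, -0.206 and -0.19 at 20% oxygen and -0.1072, -0.089 and -0.1135 in TSC.

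The labels do not pair the libraries of WT and KO cells. Of simulated changes in TSC, 95% of 4-fold ones were called, and 41% of 2-fold ones, which lie on the fold threshold (67% by adjusted p alone). Simulations held no identifier pairs or varied depth.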

Other observations

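Some genes differed between KO and WT cells in all 3 conditions: 68 were higher in KO cells (4.2 expected if independent) and 100 lower (3.07 expected). Lower in TSC, at 20% and at 2% oxygen were Tmprss2 (log2 fold change -5.42, -7.18 and -6.22), Alkbh3 (-4.84, -5.56 and -5.62), Cldn6 (-2.89, -6.33 and -4.38), Phlda2 (-4.10, -2.43 and -4.59), Cd81 (-3.38, -3.39 and -4.21) and Gjb2 (-4.40, -1.73 and -1.62). Higher were Tenm4 (3.01, 3.83 and 3.32), Dmd (2.19, 2.44 and 4.44), Col11a1 (2.70, 2.14 and 2.04) and Cdh5 (1.57, 2.03 and 3.55). Chromosome 2 held 12 of the 68 higher and 4 of the 100 lower genes, with 7.3% of the genes tested. Chromosome 19, with 3.1%, held 1 and 2.

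Ccr1, CN725425 and Tm2d1 averaged 7.77, 11.9 and 11.9 CPM over WT libraries and stayed at or below 0.0817, 0.179 and 0.196 CPM in all 11 KO libraries, and 0 genes met the same bounds in the other direction. These lie on chromosomes 9, 15 and 4. The Y-linked genes Uty and Ddx3y, chosen after their values were seen, were higher in KO cells in all 3 conditions. Uty averaged 71.6 ± 11.8 CPM in KO and 18.0 ± 1.68 CPM in WT TSC, and Ddx3y 160.4 ± 41.6 and 45.03 ± 6.19 CPM (SD, n = 4 each).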
